A study of Mus musculus with 14 samples. Its data were reported in "Ras drives malignancy through stem cell crosstalk with the microenvironment" (2022).

How the data were processed

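Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adaptors into open chromatin, in 14 samples of sorted mouse skin epithelial cells in 6 groups. Hair follicle stem cells (HFSC) and basal cells of the interfollicular epidermis (IFE), the skin surface between hairs, came from 8-week-old wild-type FVB/N mice, with 3 replicates each. Basal cells of benign papillomas and of squamous cell carcinomas (SCC) came from mice whose skin had been transduced in utero at embryonic day 9.5 with a lentivirus, and were sorted as negative or positive for an mCherry reporter of TGFβ signalling, with 2 samples in each of the 4 tumour groups. The tumour samples, papilloma and SCC alike, are given an age of 4 to 6 weeks in their labels, whereas the study's methods place the appearance of SCC later than that range, so the age at which the SCC samples were taken is uncertain. All samples are labelled female, whereas the study's methods describe the use of male and female mice in work other than transplantation. HFSC replicates 2 and 3 carry the HFSC title but a sorting description that is that of IFE cells. Groups followed the titles, and the marker loci described in the report were used to examine them.

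The study's methods describe alignment to the mouse genome build mm10 with Bowtie2, removal of duplicates with Picard, shifting of reads for the Tn5 insertion offset and peak calling with MACS2. The authors deposited 10 peak lists. The HFSC and IFE lists are per replicate, whereas each tumour list is pooled over the 2 samples of its group, and how they were pooled is not stated. Each deposited peak has an interval, a summit, a fold enrichment, which is a ratio to the local background estimated by the caller, and a −log10 q value, which is the authors' measure of how far the peak stands above that background. These values belong to the authors and were used only to rank, filter or describe peaks within a list, and as medians to describe whole lists. Read counts and sequencing depth per list are unknown here, so differences in depth could not be corrected. The lists do not share a threshold. The lowest deposited −log10 q value was close to 2 in the 4 lists deposited per sample (HFSC and IFE replicates 2 and 3), from 2.00 to 2.01, and lay from 1.30 to 1.33 in the 6 lists deposited for the series (HFSC and IFE replicate 1 and the 4 tumour lists). No peak extended beyond the end of its chromosome in the GRCm38 assembly (patch 6), which is the assembly named mm10, and genes were taken from GENCODE release M21 (basic set), which is built on it.

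Peaks on chromosomes 1 to 19 and X were kept. Intervals of all 10 lists that shared at least 1 bp were merged into 183231 union regions, and a list was counted as present in a region if it had a peak there. HFSC-specific regions had a peak in all HFSC lists and no IFE list, and IFE-specific regions the opposite. Tumour-gained regions had a peak in all 4 tumour lists and none of the 6 normal lists, and tumour-lost regions the opposite. SCC-gained regions had a peak in both SCC lists and neither papilloma list, and SCC-lost regions the opposite. The Jaccard index is the number of regions shared by a pair of lists divided by the number of regions in either. HFSC and IFE were compared by exact permutation tests over the splits of the 6 lists. With 3 lists against 3, such a test cannot give a p-value below 0.10. The pooled tumour lists have no replicates, so no test was run on them, and Wilson 95% confidence intervals on their shares cover counting error only and not differences between animals or libraries.

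Each region was assigned to the protein-coding gene with the nearest transcription start site (TSS), within 100 kb. The share of a gene list with an SCC-gained or tumour-gained region was set beside 10000 random lists of the same size drawn from genes with at least 1 union region and matched on the number of assigned regions in 20 bins. Gene lists were those of the study's RNA-seq comparisons, used as names only. Between 84.5% and 100% of each list matched the annotation, through older symbols where needed. Motifs named by the study were searched on both strands within 100 bp of the strongest summit of each region: AP-1 (TGASTCA, where S is C or G), RUNX (TGTGGTT) and SMAD (CAGACA, and the palindrome GTCTAGAC). For the matches named at Lepr, the whole region was searched. Shares were compared with 1000 draws from the 19066 regions called in all 10 lists, matched on GC content in 10 bins and on lying within 1 kb of a TSS. The random lists and draws describe these peak lists and give no p-value. The genes and regions named in the report are those the study names, with Lepr first, and for each region class the regions with the highest mean within-list percentile of −log10 q over the lists that define the class, of which 5 per class were drawn up. Of the 16 genes taken from the study, 15 matched the annotation.

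The region, gene-list and motif steps were tested on simulated data. Of 17119 simulated class regions, 100% were recovered. Of 400 simulated gene lists with no effect, 4.75% fell outside the central 95% of the random lists, and of 100 lists drawn toward genes with a region, 100% lay above. In 8000 simulated windows with no true difference but unequal GC content, the apparent difference of 9.22 percentage points became -1.89 after matching. Over 200 repeats of this simulation the difference after matching had a mean of 0.193 and an SD of 1.89 percentage points.

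HFSC and IFE share replicate numbers. The correlation of presence deviations from the population mean between same-numbered HFSC and IFE lists was 0.199, 0.105 and 0.104 for replicates 1, 2 and 3. All 3 exceed 0.1, so the numbers were treated as pairs in an alternative with a replicate block, while the tests in the report are unpaired as fixed beforehand. HFSC replicate 2 and IFE replicate 3 correlated as strongly, at 0.113, so that these correlations also follow the split between lists deposited per sample and for the series. Alternatives fixed before the data were examined were a −log10 q of at least 5, an equal number of peaks per list (47769), coverage of at least 50% of a region, all sequences, regions up to 3 kb wide, leaving out each HFSC or IFE list, replicates 2 and 3 only, the replicate block, the replicate 1 normal lists only, tolerance of 1 list on the other side, a TSS within 25 kb for gene lists and 2.5 kb for position, matching on gene length, windows of 50 bp, AP-1 as TGANTCA, and 10 kb in place of 50 kb around Lepr. A common threshold of −log10 q of at least 2, a comparison of the strongest 50% of peaks between equally long lists and the replicate block for the overlap with tumour lists were added after the data had been examined. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9. Peaks on the Y chromosome, the mitochondrial genome and unplaced sequences were left out of the region classes. For peaks at the TSS of Y-linked genes, each stretch of 24 bases was searched on both strands of the assembled chromosomes.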

Results

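To compare open chromatin between normal skin stem cells, benign tumours and malignant tumours, ATAC-seq peaks were examined in 10 lists. HFSC and IFE had 3 lists each, and mCherry-negative and mCherry-positive basal cells of papillomas and SCCs had 1 pooled list each. On chromosomes 1 to 19 and X, the HFSC lists held 55110, 60384 and 61460 peaks for replicates 1, 2 and 3, and the IFE lists 47769, 78218 and 78517. The mCherry-negative and mCherry-positive papilloma lists held 74909 and 89856 peaks, and the corresponding SCC lists 97060 and 99212. Sequencing depth is unknown here, so these numbers do not separate wider accessibility from deeper libraries. The merged intervals formed 183231 union regions, of which 54142 (29.5%) were called in a single list and 19066 (10.4%) in all 10.

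**Figure D1:**
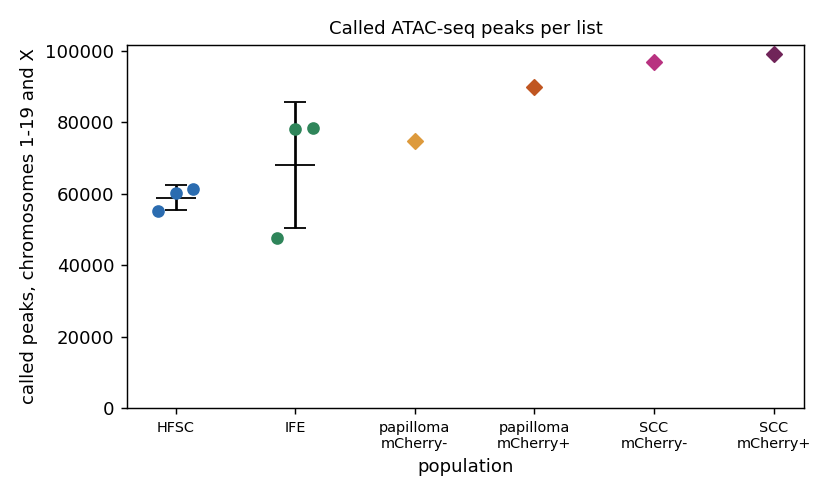
Called peaks on chromosomes 1 to 19 and X (vertical axis, number of peaks) for each population (horizontal axis). Circles are the single lists of HFSC and IFE with their mean and SD (n = 3), and diamonds are pooled tumour lists without replicates, of which the mCherry-positive SCC list is the longest, at 99212.

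The first comparison was between the normal populations. HFSC lists held 58985 ± 3398 peaks (SD, n = 3) and IFE lists 68168 ± 17667 (SD, n = 3), a difference smaller than the spread between IFE replicates (exact two-sided permutation test, P = 0.40, where 0.10 is the smallest possible). The direction depended on the deposit. HFSC replicate 1 had 7341 more peaks than IFE replicate 1, whereas in replicates 2 and 3 the HFSC minus IFE difference was -17834 and -17057. Leaving out IFE replicate 1 moved the difference of means most, from -9183 to -19383.

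The populations nevertheless overlapped less with each other than within themselves. The mean Jaccard index was 0.607 for pairs of lists of the same population and 0.363 for pairs of different populations. This difference of 0.244 was the largest of the 10 splits of the 6 lists (exact one-sided permutation test, P = 0.10, the smallest possible). Within replicates 2 and 3, the lists deposited per sample, the difference was 0.405, the largest change of any alternative. The lists of replicate 1 are too few for such a value, with 1 per population and an index of 0.305 between them. Replicates 2 and 3 of a population shared most regions, with an index of 0.819 in HFSC and 0.828 in IFE, whereas replicate 1 overlapped them with a mean index of 0.449 in HFSC and 0.549 in IFE. Intervals identical at both ends made up 0.245% of the shorter HFSC list and 0.357% of the shorter IFE list between replicates 2 and 3, so that these are separate peak lists.

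**Figure D2:**
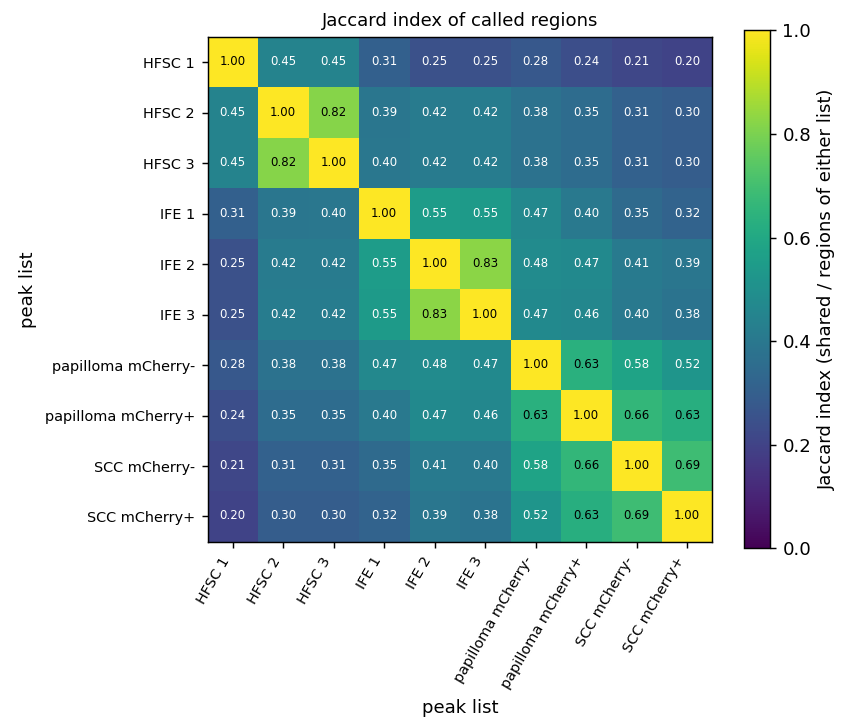
Jaccard index (colour scale, 0 to 1) of called regions between each pair of the 10 peak lists (both axes). Replicates 2 and 3 of HFSC (0.82) and of IFE (0.83) are the most alike, and HFSC replicate 1 and the mCherry-positive SCC list (0.20) the least.

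In all, 8951 regions were HFSC-specific and 11710 were IFE-specific. Replicate 1 decided both counts, since without HFSC replicate 1 there were 15155 HFSC-specific regions and without IFE replicate 1 there were 27085 IFE-specific regions. As the sorting labels of HFSC replicates 2 and 3 disagree with their titles, regions assigned to 12 HFSC marker genes and 12 IFE marker genes were counted in each list. The HFSC genes received 74.8%, 72.4% and 71.4% of these regions in HFSC replicates 1, 2 and 3, and 50.4%, 47.7% and 47.6% in the IFE lists. HFSC replicates 2 and 3 thus grouped with HFSC replicate 1, as their titles say. The largest change in a single list was that of IFE replicate 2 with an equal number of peaks per list, to 40.8%. The strongest HFSC-specific region by mean within-list percentile of −log10 q (99.7) lay on chromosome 7 from 121549466 to 121550502, in intergenic sequence 157269 bp from the TSS of Usp31. The strongest IFE-specific region (98.8) lay on chromosome 19 from 36364610 to 36365331, in an intron of Pcgf5.

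Normal populations were next compared with tumours. The Jaccard index of the mCherry-negative papilloma list was 0.475 ± 0.00672 with IFE lists and 0.343 ± 0.0579 with HFSC lists (SD, n = 3 each). For the mCherry-positive papilloma list it was 0.447 ± 0.0388 with IFE and 0.315 ± 0.0645 with HFSC. It was 0.387 ± 0.0362 and 0.278 ± 0.0546 for the mCherry-negative SCC list, and 0.365 ± 0.0395 and 0.264 ± 0.0558 for the mCherry-positive SCC list, with IFE and HFSC respectively. Every IFE list overlapped each tumour list more than any HFSC list did (exact two-sided permutation test, P = 0.10 for each of the 4 tumour lists, the smallest possible). The tests share the same normal lists and are not independent. The order held within each deposit. With replicate 1 the index of HFSC and IFE was 0.276 and 0.469 for mCherry-negative papilloma, 0.240 and 0.403 for mCherry-positive papilloma, 0.215 and 0.345 for mCherry-negative SCC, and 0.200 and 0.319 for mCherry-positive SCC. With replicates 2 and 3 the highest HFSC and the lowest IFE index were 0.377 and 0.474, 0.352 and 0.464, 0.310 and 0.403, and 0.297 and 0.383 in the same order. For the papilloma lists, equal numbers of peaks moved the IFE minus HFSC difference most, from 0.132 to 0.160 in mCherry-negative cells. For the SCC lists, coverage of at least 50% of a region moved it most, and lowered it. It went from 0.1088 to 0.0937 in mCherry-negative and from 0.1005 to 0.0808 in mCherry-positive SCC.

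A total of 10843 regions (5.92% of the union, Wilson 95% interval 5.81% to 6.03%) were tumour-gained and 479 (0.261%, 0.239% to 0.286%) were tumour-lost. The counts are not on an equal footing, since a gained region had to be called in 4 lists and a lost one in 6, and the tumour lists are mostly longer. With an equal number of peaks per list the counts were 6279 and 936. With the replicate 1 normal lists only, which share the threshold of the tumour lists, tumour-gained regions rose to 19194. Leaving out HFSC replicate 1 or IFE replicate 1 gave 856 or 1035 tumour-lost regions. The strongest tumour-gained region (mean percentile 98.1) lay on chromosome 14 from 82065161 to 82065872, in intergenic sequence, and the strongest tumour-lost region (81.3) lay on chromosome 7 from 31212399 to 31212958, also intergenic.

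To follow the change from benign to malignant tumours, papilloma and SCC lists of the same reporter state were compared. In mCherry-negative cells, 30.8% of the regions of either list (95% interval 30.5% to 31.1%) were called in SCC only and 11.1% (10.9% to 11.3%) in papilloma only. In mCherry-positive cells these shares were 22.3% (22.1% to 22.6%) and 14.97% (14.8% to 15.2%). Between reporter states, 25.4% (25.1% to 25.7%) of papilloma regions were called in mCherry-positive cells only and 11.3% (11.1% to 11.5%) in mCherry-negative cells only, and in SCC these shares were 16.13% (15.9% to 16.3%) and 14.9% (14.7% to 15.1%). In each pair the longer list had the larger share of its own. When all lists held equally many peaks, gained and lost shares became nearly equal by construction, so this setting cannot show an asymmetry. For the SCC reporter pair, the order reversed to 19.6% and 20.6% when at least 50% of a region had to be covered. Across both reporter states, 9023 regions were SCC-gained and 3276 SCC-lost, and with equally many peaks these numbers were 3359 and 3344. The strongest SCC-gained region (mean percentile 88.4) lay on chromosome 14 from 99373777 to 99373972, in intergenic sequence 74721 bp from the TSS of Klf5. The strongest SCC-lost region (75.6) lay on chromosome 12 from 104718773 to 104719582, in an intron of Dicer1.

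Few regions of any class lay within 1 kb of a TSS: 2.23% of tumour-gained, 1.67% of tumour-lost, 2.44% of SCC-gained, 3.97% of SCC-lost, 1.51% of HFSC-specific and 3.43% of IFE-specific regions. By contrast, promoter shares of whole lists ranged from 13.9% to 25.3%. Of tumour-gained regions, 2.27% were exonic, 41.6% intronic and 53.9% intergenic, and for SCC-gained regions these shares were 2.79%, 44.6% and 50.1%. Equal peak numbers moved the promoter share of SCC-lost regions most, to 12.08%.

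The Lepr locus, which encodes the leptin receptor that the study followed, was examined from 50 kb upstream to 50 kb downstream of the gene (ENSMUSG00000057722.17, chromosome 4 from 101717404 to 101815352, plus strand, mm10). HFSC replicates 1, 2 and 3 had 2, 0 and 0 regions with a peak and the IFE replicates 0, 1 and 1, whereas the mCherry-negative and mCherry-positive papilloma lists had 6 and 7, and the SCC lists 10 and 9. With equally many peaks per list, both papilloma lists fell to 2 and the mCherry-negative SCC list to 5. Regions called in all 4 tumour lists and no normal list lay at the TSS, from 101717249 to 101717932, and in introns of Lepr, from 101721800 to 101722452, from 101760428 to 101761713 and from 101762528 to 101762969. A region from 101715271 to 101716154, with its midpoint 1691 bp upstream of the TSS, was called in both SCC lists and in none of the other 8. Its within-list percentile of −log10 q was 36.0 in mCherry-negative and 66.7 in mCherry-positive SCC cells, so that it was a peak of middling rank. It contained AP-1 matches (TGAGTCA from 101715820 to 101715826 and TGACTCA from 101716033 to 101716039) and 3 RUNX matches, starting at 101715367, 101715428 and 101716148, and no match to either SMAD sequence. The other region called in both SCC lists and no other list lay downstream of the gene, from 101860990 to 101861490, in intergenic sequence, and held 5 CAGACA matches and no AP-1 match. Of these matches, only that starting at 101861129 lay within 100 bp of the summit at 101861073. As no papilloma peak was called in either region, the data show that any papilloma signal lay under the calling threshold, not that it was absent.

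**Figure D3:**
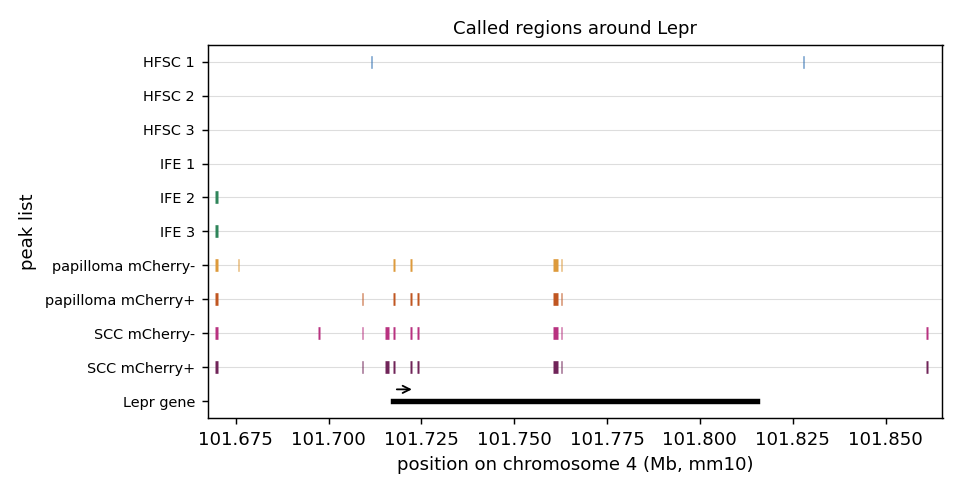
Called regions (coloured bars) around Lepr in each of the 10 peak lists (vertical axis) along chromosome 4 (horizontal axis, position in Mb, mm10); the black bar is the gene and the arrow its direction. The region from 101715271 to 101716154, just upstream of the gene, appears in both SCC lists only.

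Other genes named by the study differed in how many tumour-gained and SCC-gained regions were assigned to them. Pthlh (chromosome 6 from 147252101 to 147264183) had 7 tumour-gained and 2 SCC-gained regions, and St8sia1 had 4 and 1. Lepr itself had 4 tumour-gained regions and 1 SCC-gained region. Krt8 and Krt18 had neither kind. Vegfa and Ccnd1 each had 2 SCC-gained regions and no tumour-gained region. Such small counts depended on the peaks kept. With equally many peaks per list, Vegfa and Ccnd1 had 0 SCC-gained regions, Vegfa and Krt18 each had 1 tumour-gained region, Lepr had 2 tumour-gained and 3 SCC-gained regions, Pthlh had 5 and 1, and St8sia1 had 3 and 0. These assignments rest on the nearest TSS and not on a measured contact.

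Whether gained regions lay near genes that changed in the study's RNA-seq was tested for 6 gene lists, some of which overlap: all 43 genes of the TGFβ-associated cancer stem cell list that rise in SCC are also among its 101 parent genes and among the 561 genes higher in SCC. Of the genes higher in tumours than in normal skin, 49.0% (413 of 842) had a tumour-gained region, against a mean of 35% in random lists matched on the number of regions, above all 10000 of them. Genes higher in normal skin had one less often than their random lists (27.3% against 42.1%), below all 10000. Among all genes with a union region the share was 24.8%, so this deficit exists only against lists matched on region number. Genes higher in SCC than papilloma had 44.4% against 33.6%, and those higher in papilloma 27.9% against 25.6%. The TGFβ-associated list of 101 genes had 65.3% against 46.6%, and its 43 genes that rise in SCC 74.4% against 45.0%. For SCC-gained regions, the list of 101 genes had 62.4% against 47.1% (percentile 99.98) and the 43 genes 62.8% against 45.1% (percentile 99.3). Genes higher in tumours had 39.8% against 35.6% (percentile 99.8), and genes higher in normal skin 32.1% against 42.5%, below all random lists. Among all genes with a union region the share was 25.4%, so this deficit too exists only against matched lists. Genes higher in SCC than papilloma had 37.5% against 34.0% (percentile 97.4), and genes higher in papilloma 25.1% against 26.3% (percentile 30.6). Matching on gene length in place of region number moved these results most, except for genes higher in papilloma near SCC-gained regions, whose small difference from random lists fell on either side of 0 across alternatives. The excess of the 43 genes for tumour-gained regions rose from 29.4 to 44.4 percentage points. That of genes higher in normal skin for SCC-gained regions changed sign, from -10.5 to 2.16, and for tumour-gained regions it went from -14.8 to -2.12. Other alternatives lowered some excesses. That of the 43 genes for tumour-gained regions was lowest, at 17.4, with equally many peaks per list. The excess of genes higher in SCC for SCC-gained regions was 3.49. It fell to 1.38 (−log10 q of at least 5), 1.37 (TSS within 25 kb) and 2.26 (common threshold). It rose to 3.83 with equally many peaks and to 6.19 with at least 50% of a region covered.

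The AP-1 motif separated gained from lost regions. It was found in 52.2% of tumour-gained windows (95% interval 51.3% to 53.1%) against a mean of 28.9% in matched regions, and in 43.4% of SCC-gained windows (42.4% to 44.4%) against 28.9%. In tumour-lost and SCC-lost windows it was found in 3.97% (2.55% to 6.11%) and 7.30% (6.45% to 8.24%), against 28.1% and 27.6%. The background, regions called in all 10 lists, is thus itself rich in AP-1 matches. RUNX was found in 8.83% of tumour-gained and 8.30% of SCC-gained windows, each against 5.95% in matched regions, and in 4.80% of tumour-lost and 4.30% of SCC-lost windows, against 5.75% and 5.71%. The SMAD sequence CAGACA was found in 23.6% of tumour-gained windows against 21.7%, above the central 95% of the draws (20.9% to 22.5%). In SCC-gained windows it was found in 21.1%, which lay within the central 95% of the matched draws (20.7% to 22.4%), and its difference from their mean changed sign with equally many peaks, from -0.457 to 1.55 percentage points. The shares of 21.7% in both lost classes also lay within the central 95% of their draws. In 200 simulations without a true difference but with unequal GC content, the difference left after matching varied with an SD of 1.89 percentage points. Differences of CAGACA near this size therefore carry little weight, even outside the draws. The SD sets no limit for RUNX. The simulated difference before matching, 9.22 percentage points, exceeded the whole RUNX share of matched regions (5.95%). RUNX in both gained classes (excess up to 2.88) lay above the central 95% of its draws. Across alternatives its excess was at least 1.99 in tumour-gained and 1.62 in SCC-gained regions. Its share lay below the draws in SCC-lost windows and within them in tumour-lost windows. These comparisons cover counting error only, in lists without replicates. The palindrome GTCTAGAC was found in 0.489% of tumour-gained, 0.626% of tumour-lost, 0.299% of SCC-gained and 0.519% of SCC-lost windows, each within the central 95% of its matched draws. Among the AP-1 values, the largest change was that of tumour-lost windows with 50 bp on either side of the summit, whose difference from matched regions went from -24.1 to -16.2 percentage points.

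**Figure D4:**
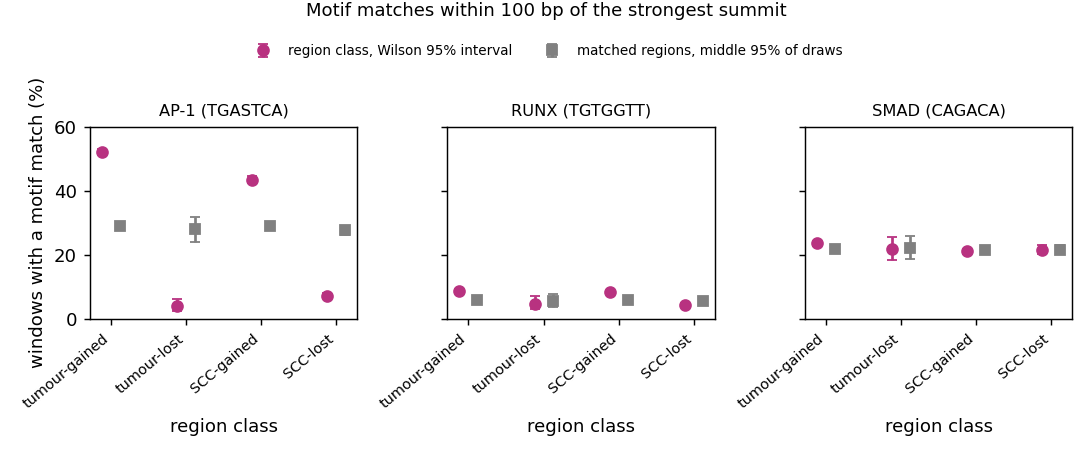
Share of windows with a motif match (vertical axis, %) by region class (horizontal axis) for AP-1, RUNX and SMAD (CAGACA). Circles are the region classes with Wilson 95% intervals, and squares are matched regions with the central 95% of 1000 draws; AP-1 ranges from 3.97% of tumour-lost to 52.2% of tumour-gained windows.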

Values the study reported

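The study reported that basal cells of tumours raised 886 transcripts relative to normal skin and that 562 transcripts rose between the benign and the malignant state. It listed 101 transcripts as raised in TGFβ-signalling cancer stem cells, 43 of which increased at the change to SCC. In its clustering of ATAC-seq profiles, SMAD-binding motifs were found in 21% of the peaks of cluster C4 and 17% of those of cluster C6.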

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

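The tests of other copies and of the Xist start site were written before their results were known, but after the Y-linked peaks had been seen. The limit of 3 Mb for the Y short arm was also chosen after the peaks had been seen.

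Peaks on the Y chromosome, which enter none of the region classes, form a signal on which the report's comparisons do not draw. In its first 3 Mb, 4 of 16 protein-coding genes (Kdm5d, Eif2s3y, Uty and Ddx3y) had a peak within 1 kb of a TSS in HFSC replicate 2, and the number was also 4 in HFSC replicate 3, in IFE replicate 2 and in IFE replicate 3. All samples are labelled female, while the study's methods describe the use of both sexes outside transplantation experiments. The strongest of these peaks reached the 89.3 percentile of −log10 q within the list of IFE replicate 3, whereas the Kdm5d peaks ranked low, from the 23.1 to the 25.8 percentile. The mCherry-positive papilloma list held a single peak in this stretch, at the 26.7 percentile and away from any TSS, and the tumour lists held 5, 10, 12 and 9 peaks on the whole chromosome. Reads from X-linked or repeated copies could have been placed on the Y chromosome, which requires sequence shared with those copies. Of the 24-base stretches under these TSS peaks, at most 3.18% in any peak occurred again on the chromosomes, which argues against copies there as the source. Copies missing from the assembled chromosomes were not tested. Whether the cells came from male animals only, or from a mixture of sexes, cannot be told apart with the Xist start site. A peak there was called in 0 of these 4 lists, but it was also missing from HFSC replicate 1, IFE replicate 1 and the mCherry-negative papilloma list, so its absence does not mark male cells here. The share of peaks on the X chromosome was 2.13% to 2.17% in the 4 lists and 2.19% to 3.36% in the others, too close to decide. If the peaks come from the Y chromosome, the female label does not hold for all cells of these 4 lists. Male animals only and a mixture of sexes both stay open. The 4 lists are those deposited per sample, so that any effect of sex on the comparison of replicate 1 with replicates 2 and 3, or of normal with tumour lists, is confounded with the deposit.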

How the results depend on the processing

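The common threshold of −log10 q of at least 2, the comparison of the strongest 50% of peaks and the replicate block for the overlap with tumour lists were chosen after the data had been seen, and the other alternatives before. The cause of a change was not tested unless stated. The annotation-based results were not rerun on all sequences, because genes were taken for chromosomes 1 to 19 and X only, and an equal number of peaks gives no value for the difference in peak number.

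The difference in peak number between HFSC and IFE and the differences in Jaccard index kept their direction under every alternative run, although replicate 1 alone has more peaks in HFSC than in IFE, by 7341, but a design of 3 lists against 3 cannot pass 0.05, so this says nothing of significance. With the replicate block, the difference in peak number was -9183 (exact sign-flip test, P = 0.50, smallest possible 0.25), and the Jaccard difference was 0.253. For the overlap with each of the 4 tumour lists, IFE exceeded HFSC in all 3 pairs (exact two-sided sign-flip test, P = 0.25 for each, the smallest possible with the replicate block). The replicate block changed no call. Across the fits that each left out 1 normal list, the difference in peak number ranged from -19383 to -4009, the Jaccard difference from 0.201 to 0.276, HFSC-specific regions from 9125 to 15155, IFE-specific regions from 12043 to 27085, tumour-gained regions from 10984 to 11594 and tumour-lost regions from 486 to 1035. Replicates 2 and 3 only gave 15366 HFSC-specific and 27608 IFE-specific regions. The smaller number of lists does not by itself account for this. Leaving out HFSC replicate 1 alone gave 15155 HFSC-specific regions, but leaving out HFSC replicate 2 or 3 gave 9482 or 9319. Leaving out IFE replicate 1 alone gave 27085 IFE-specific regions, but leaving out IFE replicate 2 or 3 gave 12043 or 12077. The replicate 1 normal lists only gave 19194 tumour-gained regions. No alternative separated the smaller number of normal lists from the use of replicate 1 as the cause. Allowing 1 list on the other side gave 949 tumour-lost regions.

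Equal peak numbers removed the weaker peaks of longer lists and gave 6279 tumour-gained, 936 tumour-lost, 3359 SCC-gained and 3344 SCC-lost regions. Gained and lost shares, made nearly equal by this construction, were 16.3% and 16.4% (mCherry-negative, papilloma to SCC), 16.99% and 17.01% (mCherry-positive), 13.2% and 13.3% (reporter, papilloma) and 12.8% and 12.9% (reporter, SCC). A −log10 q of at least 5 gave 2075 SCC-lost regions, lost shares of 7.15% (mCherry-negative) and 9.80% (mCherry-positive), a gained share of 25.4% (mCherry-positive), and reporter shares of 20.9% gained and 8.78% lost in papilloma and 15.01% and 11.7% in SCC. With at least 50% of a region covered, shares were 35.8% gained and 14.7% lost (mCherry-negative), 28.7% and 19.5% (mCherry-positive), 28.6% and 17.1% (reporter, papilloma) and 19.6% and 20.6% (reporter, SCC), the last in the opposite order to the main setting. With the common threshold they were 10.9% lost (mCherry-negative), 22.9% gained and 13.6% lost (mCherry-positive), 23.97% gained (reporter, papilloma) and 14.7% lost (reporter, SCC). Of the strongest 50% of peaks, 5.92% were gained and 2.93% lost (mCherry-negative), 5.19% and 3.33% (mCherry-positive), 3.46% and 0.913% (reporter, papilloma) and 2.34% and 1.22% (reporter, SCC); these shares have another denominator and are compared only with each other.

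At Lepr, equal peak numbers left 5 regions with a peak in both SCC lists and no normal list in place of 8, and gave 0 regions for HFSC replicate 1, IFE replicate 2 and IFE replicate 3, 2 for each papilloma list and 5 for mCherry-negative SCC. HFSC replicate 1 had 0 regions with a −log10 q of at least 5, 1 with the common threshold and 1 within 10 kb. IFE replicates 2 and 3 had 0 within 10 kb and 0 with at least 50% of a region covered. The HFSC marker share of IFE replicate 2 was 40.8% with equal peak numbers.

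For the gene lists, matching on gene length gave an excess near SCC-gained regions of 10.5 percentage points (genes higher in SCC), 30.3 (the 101 genes), 32.2 (the 43 genes), 13.4 (higher in tumours) and 2.16 (higher in normal skin, reversed from -10.5). Near tumour-gained regions it gave 18.2, 33.7, 44.4, 23.4 and -2.12 for the same lists in this order. This alternative leaves the number of regions per gene uncorrected. For genes higher in normal skin, a −log10 q of at least 5 gave -14.6 near SCC-gained regions and a TSS within 25 kb gave -10.7 near tumour-gained regions. Equal peak numbers gave 10.5 for genes higher in tumours near tumour-gained regions.

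The excess of AP-1 over matched regions kept its direction in all 4 classes under every alternative run. It was 25.2 percentage points in tumour-gained regions with a −log10 q of at least 5. With TGANTCA it was 16.8 (SCC-gained), -23.1 (SCC-lost), 26.2 (tumour-gained) and -28.6 (tumour-lost). Windows of 50 bp gave 20.8 (tumour-gained), -14.0 (SCC-lost) and -16.2 (tumour-lost), and RUNX excesses of 1.62 (SCC-gained) and 1.99 (tumour-gained). Equal peak numbers gave AP-1 excesses of 16.59 (SCC-gained), -17.3 (SCC-lost) and 25.2 (tumour-gained), and SMAD excesses of 1.55 (SCC-gained) and 2.69 (tumour-gained). With at least 50% of a region covered, AP-1 was at -15.9 (SCC-lost) and -22.1 (tumour-lost) and the SMAD palindrome at -0.0658 (tumour-gained).

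With a TSS within 2.5 kb, promoter shares were 3.51% (HFSC-specific), 7.35% (IFE-specific), 6.74% (SCC-gained), 6.90% (SCC-lost), 4.57% (tumour-gained) and 4.18% (tumour-lost), intronic shares 41.9% (SCC-gained) and 40.1% (tumour-gained), and the SCC-gained intergenic share 48.8%. With at least 50% of a region covered, promoter shares were 1.78% (HFSC-specific), 4.78% (IFE-specific), 6.68% (SCC-lost) and 2.91% (tumour-gained), and the tumour-gained intergenic share 52.6%. Equal peak numbers gave promoter shares of 1.88% (SCC-gained), 12.08% (SCC-lost), 1.59% (tumour-gained) and 6.41% (tumour-lost), intronic shares of 42.3% (SCC-gained) and 44.0% (tumour-gained), intergenic shares of 53.4% and 52.3%, and an SCC-gained exonic share of 2.35%. For results with a test, a change counted only if the direction or the side of 0.05 changed, which none did, so that sizeable shifts such as the Jaccard difference of 0.405 with replicates 2 and 3 only are among the 429 values that did not count as changed. Among the region numbers of single named genes, 31 values moved by over 1.5 times and 149 did not. The unknown depth limits every count and share that compares lists of different length.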

Other observations

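Tests of the q threshold, the number of peaks, the sorting label, the deposit, the length of the SCC lists and the length of the tumour lists were chosen after the result was seen. The tests of strength, of GC content and of other splits were written before.

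The 6 normal lists can be split into 3 and 3 in 10 ways, and 1 of the 10 splits, the real one, gave as many specific regions as the 20661 of HFSC and IFE together. The real split separates all 3 pairs of same-numbered lists, and the other 3 splits that do so gave 36, 42 and 153. Splits that join HFSC replicate 1 and IFE replicate 1 with one other list gave 440 to 1258, more than these. With 10 splits a share under 0.05 cannot be reached.

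Replicate 1 of each population overlapped replicates 2 and 3 far less than those overlapped each other (Jaccard index 0.819 and 0.828). Holding all lists to the stricter q threshold left the higher of the mean indices of replicate 1 at 0.5495, and equal peak numbers left it at 0.642, below 0.846 and 0.861 for replicates 2 and 3 under that setting, which argues against the threshold and against list length as the whole cause. Nor do the marker loci bear out the sorting label of HFSC replicates 2 and 3: their lower HFSC marker share exceeded the highest of an IFE list by 20.98 percentage points. Peaks of replicate 1 were also weaker. The median −log10 q was 7.02 in HFSC replicate 1 against 28.8 and 27.8 in HFSC replicates 2 and 3. In IFE it was 16.7 against 37.7 and 32.3. Lower depth or signal in replicate 1 could not be tested without reads and stays open. The deposit and the sex of the animals, for which the Y-linked peaks give cause, cannot be told apart from such differences between libraries, because replicate 1 belongs to one deposit and replicates 2 and 3 to the other in both populations. The mean index of 0.449 of HFSC replicate 1 with the others cannot decide between these explanations, as no expected value was derived for any of them.

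More regions were gained than lost from papilloma to SCC, and SCC lists are longer. With equally many peaks the ratio of gained to lost regions was 0.994 in mCherry-negative and 0.999 in mCherry-positive cells. Lists of equal length give a ratio near 1 whatever the cause, so that list length cannot be told apart from a true excess of gained regions. A separate measure concerns the rank of peaks found in a single list of a pair. Among the strongest 50% of peaks in equally long lists, gained outnumbered lost peaks 2.02 to 1 in mCherry-negative and 1.56 to 1 in mCherry-positive cells, and from mCherry-negative to mCherry-positive cells 3.79 to 1 in papilloma and 1.92 to 1 in SCC. Such ranks also differed between lists of the same stage and cannot by themselves be ascribed to malignancy. A difference in depth or in signal above background may account for them, since a noisier list would rank true peaks lower, and this could not be tested without reads. A change in chromatin with malignancy, which the design compares, stays open too, and the tumour lists have no replicates.

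The Jaccard index with the normal lists fell from papilloma to SCC. With equally many peaks per list the fall persisted for all 6 normal lists and both reporter states, the smallest being 0.0494, which argues against list length as the whole cause. Library quality and tumour stage stay open.

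Of IFE-specific regions, 67.8% had a peak in mCherry-negative and 69.4% in mCherry-positive papilloma, and 60.7% and 55.8% in the SCC lists. HFSC-specific regions had a peak in 23.4%, 23.5%, 20.36% and 19.03%. IFE-specific regions might simply be stronger, but within 4 bands of equal strength the smallest difference between the classes was 26.7 percentage points over the 4 tumour lists. Length of a tumour list acts on both classes, and with equally many peaks per list the smallest difference was 30.5 percentage points. This argues against list length as the whole cause. Equal peak numbers do not make sequencing depth equal, so depth could not be tested without reads. A candidate explanation is that the tumour cells are closer to the IFE than to the hair follicle in their open chromatin; other differences between libraries were not tested, and this remains a hypothesis. From papilloma to SCC, the share of HFSC-specific regions with a peak fell by 3.09 percentage points in mCherry-negative cells and fell by 4.51 in mCherry-positive cells. With equally many peaks it fell by 2.59 and fell by 1.13.

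The AP-1 share was higher in SCC-gained than in SCC-lost regions in each of 5 bins of GC content, with a smallest difference of 28.7 percentage points, which argues against GC content as the cause. The AP-1 difference was found in pooled lists of unknown depth, so a difference in library quality and one in transcription factor binding both stay open and were not tested. In the study's comparison, SMAD motifs are named beside AP-1 and RUNX. Here the excess of CAGACA over matched regions was 1.88 percentage points in tumour-gained and -0.457 in SCC-gained regions, the latter becoming 1.55 with equal peak numbers. The study's motif definition was not used here, so its shares and these are not the same measure. A short sequence such as CAGACA matches often by chance, which limits what this comparison can show.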
